A study of Streptomyces coelicolor with 9 samples. Its data were reported in "Multi-Omics Analysis of the Effect of cAMP on Actinorhodin Production in Streptomyces coelicolor" (2020).

How the data were processed

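RNA was measured in strain M1146 of the soil bacterium Streptomyces coelicolor, a derivative of strain M145 from which the act, red, cpk and cda antibiotic gene clusters were deleted. Cultures received cyclic AMP (cAMP) at a culture age of 20 h and were sampled 0 h, 1 h and 2 h later, with 3 replicates per time point. No unsupplemented culture at 1 h or 2 h was analysed here, so time in culture and cAMP changed together in every comparison. Groups and replicate numbers were taken from the sample titles.

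The authors depleted rRNA, had strand-specific libraries sequenced, mapped the reads with STAR to an NCBI genome of S. coelicolor and counted reads per gene with GenomicAlignments. The deposited values are raw counts, whole numbers per feature and library that were not normalized. The table also gives a length per feature, which was used for counts per kb and for the length offset. The lengths of protein-coding features were nearly all multiples of 3 and are taken as coding lengths. In the deposited table the header was shifted by 1 field against the data, and columns were assigned by position after this shift was resolved. The genome build of the counts is not given in the sources used here, so no coordinates are printed. The labels of SCO6075 (phosphodiesterase), SCO3571 (crp) and of accA1 and accA2 (acetyl-CoA carboxylase) follow the study. All other gene names and products come from the deposited table. Of its locus tags, 0 matched the reference table of assembly ASM4782426v1 (strain M1152), which was used for 2 gene lengths in the closing section.

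The table held 7800 features, of which 63 had no count in any library. Library totals ran from 24111174 to 35662069 counts. After the edgeR filter for low counts (filterByExpr), 7677 features were tested. Tests used edgeR 4.0.16 in R 4.3.3: TMM factors, a quasi-likelihood fit of all 9 libraries with 1 coefficient per time point and no covariate, and Benjamini-Hochberg adjustment (FDR) within each contrast. A gene was called at FDR under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the study. A test over both time coefficients, with no fold threshold, gave the genes that differed between the time points. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F. CPM values use the TMM-scaled library sizes.

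Gene sets were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, two-sided, with adjustment over all 6 sets and 3 contrasts. The 6 purine genes named by the study, and lists of 9 nitrogen and 21 iron genes, were written after reading the study and its supplement, which rest on these same libraries, so they are not independent evidence. The counts given are those in the table. The other lists were 9 genes of de novo IMP synthesis (4 of them shared with the first list), a SoxR list, and the 55 genes whose product is a 30S or 50S ribosomal protein. The SoxR list held 7 genes that the study gave for another experiment as SoxR regulon, some of them only as potential members.

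Genes named in the text were the 3 largest increases and 3 largest decreases per contrast among called genes with a mean of at least 10 CPM and no overlap of CPM between the compared groups, and a list fixed in advance: the 6 purine genes, the adenylate cyclase gene cya, SCO6075 (phosphodiesterase), SCO3571 (crp), accA1, accA2 and SCO7221 (polyketide synthase). Genes of the deleted clusters could be named in the strain check. These rules, the tests and all alternatives not named below as later choices were fixed before the data were examined.

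The scripts were tested on simulated data with the means, library sizes and dispersions of the real libraries. Each gene was drawn independently, so differences shared by many genes of a library were not simulated. The shares of false calls below leave such differences out. For 2 h against 0 h, over 7677 features and 3 runs with 200 changed genes, edgeR recovered 72.3% of genes changed by a log2 fold change of 1 and 99% of those changed by 2, and 5.68% of its calls were false. In the same simulations 14.3% of DESeq2 calls and 4.88% of limma-voom calls were false. The lowered nitrogen set was found in 3 of 3 runs, and 1 of 45 tests of unchanged sets was called.

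Alternatives were RLE, upper quartile and library-total scaling, 2 other filters, DESeq2 1.42.0, limma-voom, the replicate number as a block, non-coding genes left out, each library left out in turn, fits of 6 libraries, other fold thresholds, and fry or an estimated correlation for sets. A correction for GC content was not run because no genome sequence was used here. Library-total scaling used totals that include rRNA, so it also follows the rRNA share. Chosen after seeing the data were a gene length offset (with and without the block), a per-library background level as a covariate, its subtraction (which leaves values that are no longer plain counts), TMM on highly counted genes, and highly counted genes alone. The background level was the 5th percentile of counts per kb over 7089 tested protein-coding genes of at least 300 bp, and highly counted genes were the 1702 of these at 10 times that level or more on average. Intervals for shares of counts are exact Clopper-Pearson intervals and cover counting error only.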

Results

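The data were read counts per gene from 9 RNA-seq libraries of S. coelicolor M1146, 3 each at 0 h, 1 h and 2 h after cAMP was added. Total counts were 26911892, 26108262 and 27873716 at 0 h, 29723287, 24111174 and 27017590 at 1 h, and 35662069, 26939349 and 27868745 at 2 h, in replicate order. rRNA took 64.6% ± 1.89 (SD, n = 3) of the counts at 0 h, 61.2% ± 1.43 at 1 h and 72.2% ± 4.47 at 2 h. The share was higher at 2 h than at 1 h in every library, but 3 libraries against 3 cannot give an exact permutation p under 0.1, and the two-sided exact p was 0.1 (0.15 after Benjamini-Hochberg adjustment over the 3 contrasts). Outside rRNA, the libraries held 7944653 to 11544319 counts. No pair of replicates agreed within counting noise, as copies of 1 library would (chi-square per degree of freedom between 7.17 and 109).

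The 2 h libraries differed from each other more than those of the other time points. The correlation of log2 CPM across genes, which are not independent replicates, was 0.953 between 2 h replicates 1 and 2, 0.965 between replicates 2 and 3 and 0.991 between replicates 1 and 3; at 0 h and 1 h it was between 0.991 and 0.995. The level of the lowest protein-coding genes, taken as the 5th percentile of counts per kb and scaled on highly counted genes, was 152 in 2 h replicate 2 against 37.7 and 44.4 in the other 2 h libraries, and 72.9 to 117 at 0 h and 1 h. On the first principal component (58.2% of the variance), 2 h replicates 1 and 3 stood at 46.9 and 35.9, and all other libraries between -21.9 and 2.54.

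**Figure D1:**
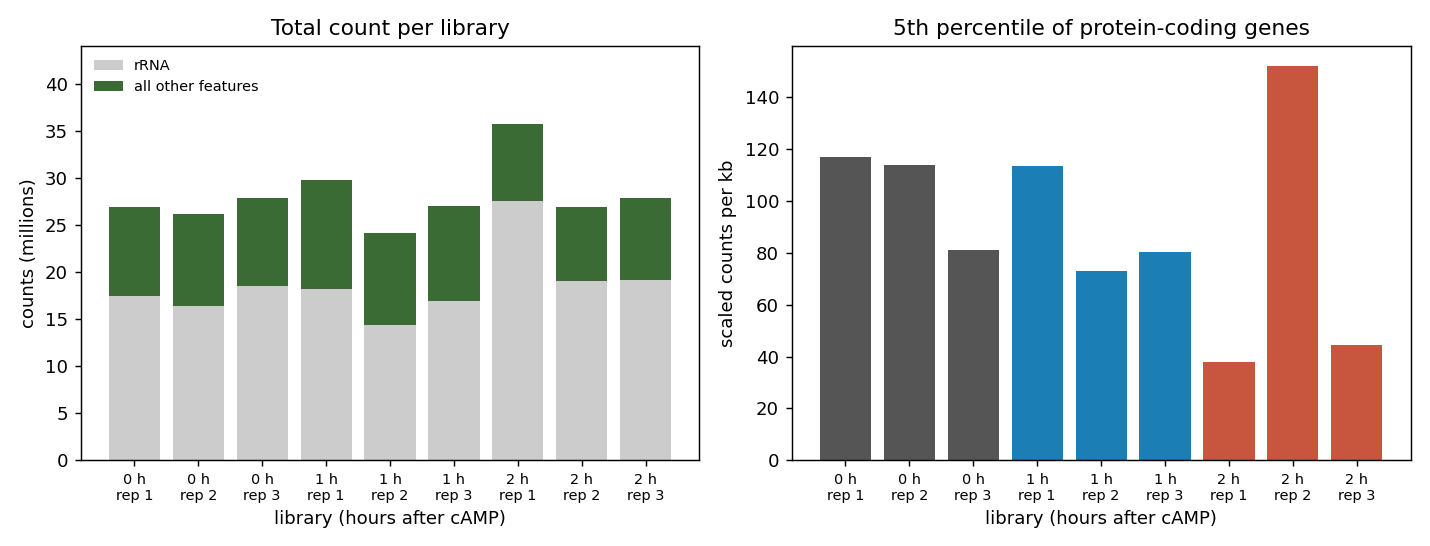
Left, total count per library, split into rRNA and all other features. Right, the 5th percentile of counts per kb over protein-coding genes, scaled on highly counted genes, with bars coloured by time point; 2 h replicate 2 stood at 152 and 2 h replicate 1 at 37.7.

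The strain was checked on the deleted clusters. Of 77 cluster genes in the table, 47 had at most 10 counts summed over all 9 libraries and 28 had none. The low genes ran from SCO5074 to SCO5089 in act, from SCO5879 to SCO5895 in red and from SCO3225 to SCO3246 in cda. Inside these ranges other genes had more than 10 counts, the most in cdaPSI (SCO3230, 838), actII-2 (SCO5083, 238), cdaPS2 (SCO3231, 116) and actIORF2 (SCO5088, 105). In any single library the 47 genes, chosen for their low totals, held 1 to 8 counts together over 51.2 kb of coding length. The highest share was 3.32e-05% of the total, in 1 h replicate 2 (95% exact Clopper-Pearson interval 1.43e-05% to 6.54e-05%). Of the cpk list, 5 genes were in the table and all had counts, among them accA1 (SCO6271). All listed cluster genes, flanking genes included, took 0.077% ± 0.0208 (SD, n = 9) of the total count. This share was mostly that of accA1 (82642 counts), SCO6269 (49664) and SCO6270 (32702) of the cpk list. No other listed gene had more than 3384 counts, so the share does not describe the deleted genes.

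The first comparison asked which genes changed within 1 h of supplementation. Relative to 0 h, 286 genes were called higher and 90 lower by the edgeR quasi-likelihood test. The largest decreases were in glnII (SCO2210, glutamine synthetase), SCO5583 (ammonium transporter) and SCO7399 (transport lipoprotein). The glnII level fell from 925 ± 64.0 CPM (SD, n = 3) to 14.6 ± 0.945 CPM, a log2 fold change of -5.99 (SE 0.19, FDR 2.61e-08). SCO5583 changed by -4.92 (SE 0.20, FDR 1.89e-07) and SCO7399 by -4.12 (SE 0.21, FDR 9.16e-07). The largest increases were in bfr (SCO2113, bacterioferritin), at 2.94 (SE 0.24, FDR 1.76e-05), SCO3299, at 2.56 (SE 0.18, FDR 6.27e-06), and SCO1905, at 2.49 (SE 0.13, FDR 1.07e-06). Of the alternatives, a test against the fold threshold itself gave the lowest number of higher genes, 109, and subtracting the background level gave the highest, 471. Single libraries moved it as well: it was 175, 157 and 187 without 0 h replicates 1, 2 and 3, and 175 and 177 without 1 h replicates 2 and 3. Without 2 h replicate 2, which is in neither group and enters through the shared estimate of the spread, 469 genes were higher and 166 lower. Without 0 h replicate 3, 57 were lower. CPM values of the groups did not overlap in 29.5% of all tested genes, where chance gives 10% on average over groupings, and in all 376 called genes. Genes share differences between whole libraries, so the share for 1 grouping can lie far from 10% by chance.

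The second comparison asked which genes differed after 2 h. At 2 h, 258 genes were called higher and 157 lower than at 0 h. The largest decreases were again in glnII, at -6.07 (SE 0.19, FDR 2.38e-08), and SCO5583, at -5.38 (SE 0.21, FDR 9.52e-08), followed by glnD (SCO5585, PII uridylyl-transferase), at -4.15 (SE 0.28, FDR 1.00e-05). SCO4225 rose from 31.5 ± 1.80 to 593 ± 243 CPM (SD, n = 3), a log2 fold change of 4.23 (SE 0.32, FDR 1.99e-05). SCO7460 (lipoprotein) rose by 3.83 and SCO7461 (hydrolase) by 3.41, both at FDR 2.36e-05. These counts moved when libraries were left out, and the count of higher genes moved also with 1 h libraries, which are in neither group. Without 2 h replicate 2, 1492 genes were called higher and 2027 lower. The number of genes higher at 2 h than at 0 h was 88, 81 and 95 without 0 h replicates 1, 2 and 3. It was 163, 149 and 148 without 1 h replicates 1, 2 and 3, and 129 and 100 without 2 h replicates 1 and 3. The number of lower genes was 70 and 69 without 0 h replicates 2 and 3. CPM values did not overlap in 18.7% of all tested genes, against 10% by chance on average over groupings, with the same limit as at 1 h. Scaling also moved the balance: 62.2% of calls were increases with TMM, 43.2% with upper quartile factors, 45.0% with TMM on highly counted genes, 41.5% with the background level as a covariate and 14.1% with library totals alone. The share was 65.2% with RLE factors and 54.4% with the background subtracted. Library totals moved the median of all genes to -0.45, upper quartile factors to -0.20 and TMM on highly counted genes to -0.19, against -0.032 with TMM on all genes. The totals include rRNA, which took 64.6% of the counts at 0 h and 72.2% at 2 h. A higher rRNA share lowers all other genes under that scaling. At 1 h upper quartile factors moved it to -0.13, and 62.2% of the calls were then increases, against 76.1% with TMM. With library totals alone, 82.0% of the calls at 1 h were increases.

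The third comparison was of 2 h with 1 h. At 2 h, 187 genes were called higher and 358 lower. The largest increases were in afsR2 (SCO4425), at 2.68 (SE 0.28, FDR 0.000132), SCO0494 (iron-siderophore binding lipoprotein), at 2.63 (SE 0.24, FDR 6.44e-05), and SCO2780, at 2.48 (SE 0.19, FDR 1.48e-05). The largest decreases were in SCO1086, at -2.84 (SE 0.23, FDR 2.10e-05), SCO6529 (ATP/GTP binding protein), at -2.61 (SE 0.18, FDR 1.06e-05), and SCO0783 (tetracycline resistance protein), at -2.50 (SE 0.15, FDR 9.74e-06). Without 2 h replicate 2 there were 1220 higher and 1885 lower genes, and the number of higher genes was 95, 91 and 102 without 0 h replicates 1, 2 and 3. It was 63, 66 and 56 without 1 h replicates 1, 2 and 3, and 69 and 58 without 2 h replicates 1 and 3. CPM values did not overlap in 20.2% of all tested genes, against 10% by chance on average over groupings, again with that limit. With library totals alone, 3.02% of the calls were increases, against 34.3% with TMM, and the median of all genes moved to -0.52. The rRNA share, which enters these totals, was 61.2% at 1 h and 72.2% at 2 h. All 18 largest changes of the 3 contrasts stayed called in the same direction in each alternative that tested them.

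Over both time coefficients, 746 genes (9.72% of those tested) differed. The number of genes differing between the 3 time points was 5076 without 2 h replicate 2, 429 and 452 without 0 h replicates 2 and 3, 487 and 486 without 1 h replicates 2 and 3, and 492 without 2 h replicate 3. Of the genes called higher in the first hour, 178 were called lower in the second hour, and of those called lower, 35 were called higher, so 213 genes were called in opposite directions in the 2 steps. Without 0 h replicate 2 there were 137. Simulations of unchanged libraries gave 0 such genes in each of 20 runs. Both steps share the 1 h libraries, and the correlation between them across genes was -0.35 (Pearson; Spearman -0.16), against -0.50 (Spearman -0.47) on average in the simulations. Against 0 h, 115 genes were called in the same direction at 1 h and 2 h, where simulated unchanged groups gave 0. Other groupings of the real libraries gave up to 166. Without 0 h replicates 1, 2 and 3 there were 76, 63 and 68, and without 2 h replicate 2 there were 265. The correlation of both contrasts across genes was 0.53 (Spearman 0.51), against 0.49 (Spearman 0.47) in simulations with shared 0 h libraries.

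The study asked whether genes of purine metabolism responded to cAMP. None of its 6 purine genes was called against 0 h by edgeR with TMM on all genes at either time point; at an unadjusted p under 0.05 there were 0 at 1 h and 4 at 2 h. From 0 h to 1 h all 6 log2 fold changes were below 0, with FDR from 0.652 to 0.998. DESeq2 and limma-voom called 0 there. SCO1254 was called lower at 1 h in 3 alternatives: with the background level as a covariate (-0.58, FDR 2.79e-08), with TMM on highly counted genes (-0.51, FDR 0.0253) and with highly counted genes alone (-0.51, FDR 0.00535). At 2 h all 6 lay above the 0 h level, by 0.44 to 0.77, with FDR from 0.0939 to 0.313. From 1 h to 2 h all 6 rose and 3 were called: SCO1254 by 1.01 (SE 0.27, FDR 0.0458), purN (SCO4813) by 0.93 (SE 0.24, FDR 0.0375) and apt (SCO1514) by 0.93 (SE 0.24, FDR 0.0376). The rises of purD (SCO4068, 0.57, FDR 0.116), purM (SCO4087, 0.69, FDR 0.114) and hprT (SCO3405, 0.61, FDR 0.145) were not called. With FDR adjusted over the list alone, 0 genes passed both thresholds at 1 h, 3 at 2 h against 0 h and 6 at 2 h against 1 h. Over all 12 genes named in advance the numbers were 0, 0 (FDR from 0.0641 to 0.118) and 6 (FDR from 0.0128 to 0.0422); the study chose the list on these samples, so this is not independent evidence. The calls at 2 h also depended on the tool: DESeq2 called 1 of the 6 genes against 0 h and 5 against 1 h, and limma-voom called 0 and 1. DESeq2 is the tool the study used. From 1 h to 2 h it called SCO1254, purD, purM, purN and apt, with FDR from 0.00443 to 0.0382. It did not call hprT (FDR 0.0734). With the background subtracted apt was called at 2 h against 0 h (0.69, FDR 0.0382). From 1 h to 2 h, SCO1254 was not called with RLE factors (FDR 0.0550) or with a gene length offset (FDR 0.0504). None of the 6 was called with library totals alone or in a fit of only the 6 libraries compared, while upper quartile factors, TMM on highly counted genes and subtraction of the background each gave 4 calls. Without 2 h replicate 2 all 6 were called higher than at 0 h and at 1 h, and leaving out any other library left 0 called in both contrasts.

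**Figure D2:**
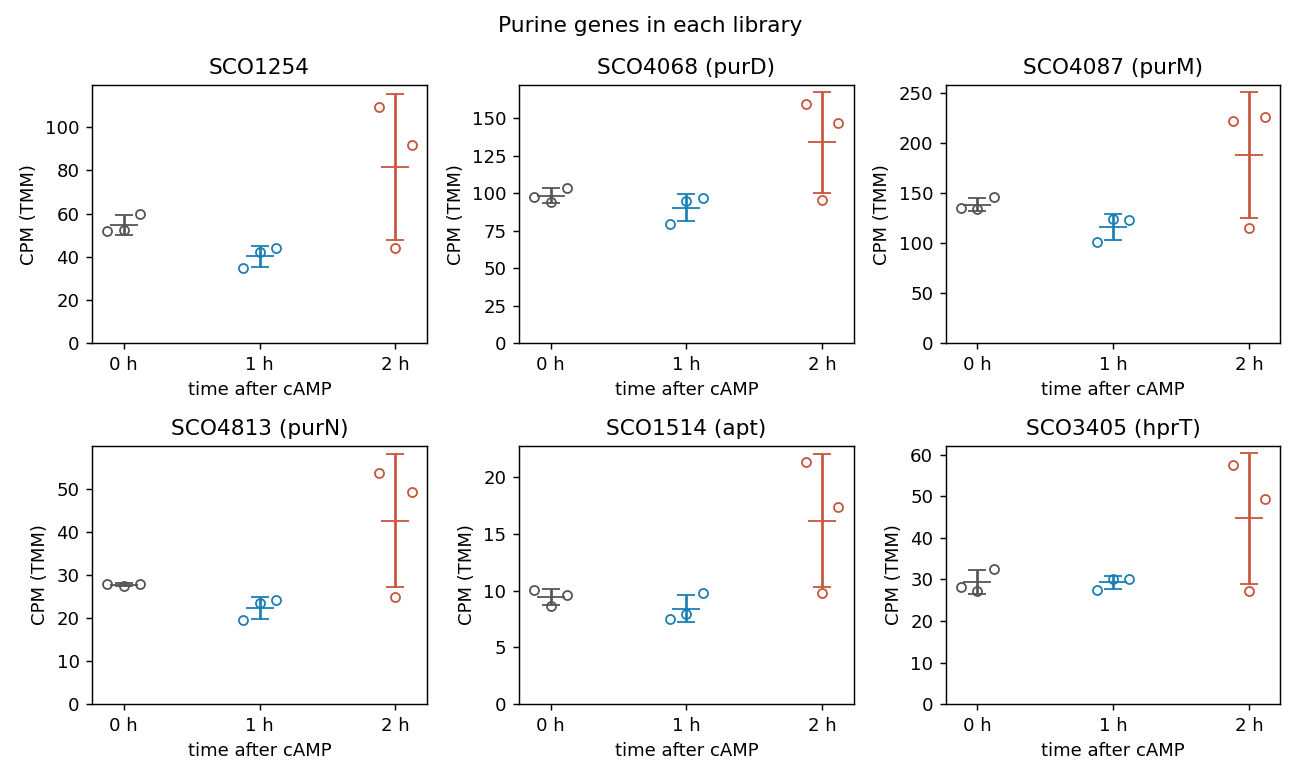
CPM (TMM-scaled) of the 6 purine genes in each library at 0 h, 1 h and 2 h; open circles are libraries in replicate order from left to right, horizontal marks are means and bars are ± 1 SD of 3 libraries. At 2 h, replicate 2 lay below the other 2 h libraries for every gene, and for purN the 2 h mean was 42.6 CPM with an SD of 15.5.

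The spread at 2 h was wide for these genes: SCO1254 was at 54.7 ± 4.51 CPM at 0 h, 40.4 ± 4.85 at 1 h and 81.6 ± 33.8 at 2 h (SD, n = 3). As a set, the 6 genes had a median log2 fold change of -0.21 at 1 h (camera FDR 0.131), 0.59 at 2 h against 0 h (FDR 0.00918) and 0.81 at 2 h against 1 h (FDR 0.000244). The 9 genes of IMP synthesis had medians of -0.31 (FDR 0.00584), 0.44 (FDR 0.14) and 0.60 (FDR 0.00027). The 55 ribosomal protein genes had medians of -0.10 (FDR 0.0131), 0.42 (FDR 6.62e-06) and 0.55 (FDR 7.47e-11). Without 2 h replicate 1 the 2 h against 0 h median of the 6 genes was 0.34. For the ribosomal set, 2 h against 0 h, it was 0.26 without 0 h replicate 1, 0.25 without 2 h replicate 1 and 0.66 without 2 h replicate 2. Without 1 h replicate 1 the ribosomal median from 1 h to 2 h was 0.35, and at 1 h against 0 h it was -0.18 without either 1 h replicate 2 or 1 h replicate 3. None of these calls of the purine, IMP and ribosomal sets held under fry or with an estimated inter-gene correlation. The calls of IMP synthesis and ribosomal proteins at 1 h were also lost without 0 h replicate 3 (medians -0.27 and -0.049) and without 1 h replicate 1 (medians -0.24 and -0.027). The 6 purine genes were called lower at 1 h without 1 h replicate 3 (median -0.31) and without 2 h replicate 2 (median -0.21), and IMP synthesis was called higher at 2 h than at 0 h without 2 h replicate 2 (median 0.64).

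The nitrogen and iron sets held under camera, fry and the estimated correlation wherever they were called. Many genes of both sets have adjacent locus tags, and the preset correlation takes no account of this. With the estimated correlation the FDR of these calls was far higher than the camera values below. For nitrogen it was 0.00118 at 1 h and 0.00179 at 2 h against 0 h. For iron it was 0.00179 at 1 h and 0.0334 at 2 h against 0 h, and 0.0176 at 2 h against 1 h. The 9 nitrogen genes fell by 2.69 on the log2 scale at 1 h (median, camera FDR 3.54e-20) and fell by 1.85 at 2 h (FDR 2.71e-12), with 9 of 9 genes lower both times. Of these, 6 were called lower at 1 h and 5 at 2 h. With highly counted genes alone, the nitrogen medians against 0 h were -4.41 at 1 h and -4.86 at 2 h. From 1 h to 2 h the median of the 9 nitrogen genes was -0.31 (FDR 0.862). The 21 iron genes fell by 2.08 at 1 h (FDR 1.21e-54), with 20 of them called lower, and by 0.85 at 2 h against 0 h (FDR 1.07e-14). Their median rose by 1.63 from 1 h to 2 h (FDR 1.26e-20), with 16 called higher. The 7 genes of the SoxR list had medians of -0.09, -0.32 and -0.10, with FDR from 0.115 to 0.397. Without 2 h replicate 2 the set was called lower at 2 h than at 0 h (-0.61, FDR 0.0299) and at 1 h (-0.46, FDR 0.0498).

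**Figure D3:**
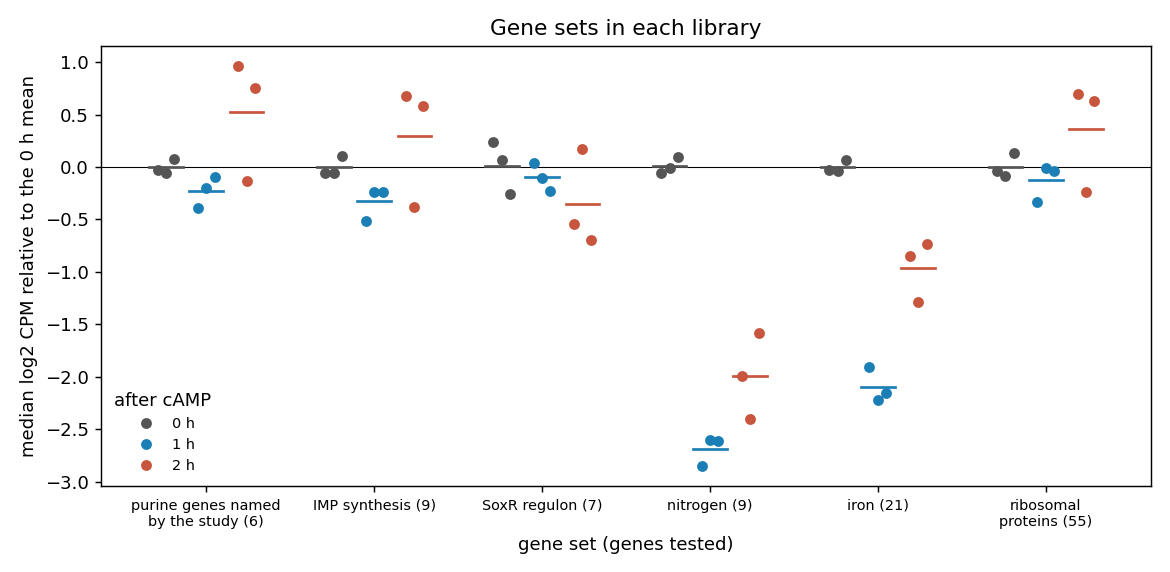
Median log2 CPM of each gene set per library, relative to the mean of the 0 h libraries; points are libraries in replicate order from left to right and bars are means of 3 libraries. The nitrogen and iron sets lay below 0 in every 1 h and 2 h library, while 2 h replicate 2 lay apart from the other 2 h libraries in the purine, IMP and ribosomal sets.

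Genes of cAMP synthesis and response were compared as well. The log2 fold changes of cya (SCO4928) were 0.19 at 1 h (FDR 0.842) and -0.0096 at 2 h (FDR 0.975) against 0 h. SCO6075 changed by 0.07 (FDR 0.938) and 0.09 (FDR 0.673). SCO3571 (crp) changed by 0.04 at 1 h (FDR 0.984) and by 0.70 at 2 h (FDR 0.149), and was called at 2 h by DESeq2 (0.74, FDR 0.0477) and without 2 h replicate 2 (0.98, FDR 1.85e-08). From 1 h to 2 h SCO3571 changed by 0.66 (FDR 0.168); it was called with upper quartile factors (0.55, FDR 0.0427), with the background subtracted (0.52, FDR 0.0181) and without 2 h replicate 2 (0.94). In that contrast cya changed by -0.20 (FDR 0.575) and was called with library totals alone (-0.77, FDR 0.00322). SCO7221 changed by -0.15 (FDR 0.938) and 0.0062 (FDR 0.992), at only 1.45 times the level of the lowest genes. With the background subtracted it changed by 0.74 at 2 h against 0 h and by 0.91 at 2 h against 1 h, and was not called in either. The acetyl-CoA carboxylase genes accA1 (SCO6271) and accA2 (SCO4921) changed by -0.58 (FDR 0.191) and -0.56 (FDR 0.238) at 1 h and by -0.53 (FDR 0.174) and -0.46 (FDR 0.244) at 2 h. Both were called lower at both time points with upper quartile factors, where FDR lay between 0.000806 and 0.00226. They were also called at both time points with the background level as a covariate, with the background subtracted, with TMM on highly counted genes and with highly counted genes alone. With library totals alone they were called lower at 2 h but not at 1 h, and accA1 was also called lower at 2 h than at 1 h (-0.54, FDR 0.0200). They were called in the fit of only the 6 libraries compared and without 2 h replicate 2 (-0.58 and -0.56) at 1 h but not at 2 h. Both genes have a coding length of 1773 bp and nearly equal levels (416 ± 36.3 and 419 ± 30.4 CPM at 0 h, SD, n = 3), so reads may be split between near-identical copies and their values are uncertain.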

Values the study reported

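The study applied an FDR below 5% and an absolute log2 fold change above 0.5, and compared 0, 1 and 2 h after cAMP. It reported increased expression of SCO1254, purD, purM and purN, and of the salvage genes apt and hprT, the last with an FDR of 0.077 and a log2 fold change of 0.64.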

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

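The alternatives that use the gene length, the background level or the highly counted genes were chosen after seeing the data. The GC correction was not run, and its length part was run alone. All 18 largest changes kept their direction and their call in all 445 values from alternatives. The medians of the nitrogen and iron sets kept their sign, and their FDR kept its side of the threshold, in each alternative. For nitrogen at 2 h against 1 h, which was not called, the direction of the set test changed. It was down in the main fit but up in some alternatives, among them upper quartile factors (FDR 0.695) and library totals alone (FDR 0.221). Where a value below changed, the cause was not tested unless stated. A higher fold threshold, or a test against it, lowers a count by its construction.

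With each library left out in turn, the count ran from 157 to 469 for genes higher at 1 h than at 0 h, 57 to 166 for genes lower at 1 h than at 0 h, 81 to 1492 for genes higher at 2 h than at 0 h, 69 to 2027 for genes lower at 2 h than at 0 h, 56 to 1220 for genes higher at 2 h than at 1 h, 262 to 1885 for genes lower at 2 h than at 1 h, 429 to 5076 for genes differing between the 3 time points, 137 to 299 for genes called in opposite directions in the 2 steps and 63 to 265 for genes called in the same direction at 1 h and at 2 h against 0 h. The highest of each came without 2 h replicate 2. Set medians ran from -0.31 to -0.15 for the purine genes (1 h against 0 h), -0.39 to -0.24 for IMP synthesis (1 h against 0 h), -0.17 to -0.086 for SoxR (1 h against 0 h), -2.77 to -2.63 for nitrogen (1 h against 0 h), -2.20 to -2.03 for iron (1 h against 0 h), -0.18 to -0.027 for ribosomal proteins (1 h against 0 h), 0.34 to 0.87 for the purine genes (2 h against 0 h), 0.28 to 0.64 for IMP synthesis (2 h against 0 h), -0.61 to -0.14 for SoxR (2 h against 0 h), -2.02 to -1.69 for nitrogen (2 h against 0 h), -0.99 to -0.79 for iron (2 h against 0 h), 0.25 to 0.66 for ribosomal proteins (2 h against 0 h), 0.62 to 1.07 for the purine genes (2 h against 1 h), 0.42 to 0.83 for IMP synthesis (2 h against 1 h), -0.46 to 0.0031 for SoxR (2 h against 1 h), -0.67 to -0.079 for nitrogen (2 h against 1 h), 1.48 to 1.80 for iron (2 h against 1 h) and 0.35 to 0.79 for ribosomal proteins (2 h against 1 h).

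With upper quartile factors, the count was 160 for genes lower at 1 h than at 0 h, 328 for genes lower at 2 h than at 0 h, 310 for genes higher at 2 h than at 1 h and 1300 for genes differing between the 3 time points. With library totals alone, the count was 78 for genes higher at 2 h than at 0 h, 476 for genes lower at 2 h than at 0 h, 39 for genes higher at 2 h than at 1 h, 1254 for genes lower at 2 h than at 1 h and 1334 for genes differing between the 3 time points. With DESeq2, the count was 505 for genes higher at 2 h than at 0 h and 401 for genes higher at 2 h than at 1 h. With the replicate block, the count was 164 for genes higher at 2 h than at 0 h and 107 for genes higher at 2 h than at 1 h. With the replicate block and a gene length offset, the count was 159 for genes higher at 2 h than at 0 h, 87 for genes lower at 2 h than at 0 h, 111 for genes higher at 2 h than at 1 h, 233 for genes lower at 2 h than at 1 h and 484 for genes differing between the 3 time points. With the background level as a covariate, the count was 179 for genes lower at 1 h than at 0 h, 378 for genes lower at 2 h than at 0 h, 570 for genes lower at 2 h than at 1 h, 2887 for genes differing between the 3 time points and 186 for genes called in the same direction at 1 h and at 2 h against 0 h. With the background subtracted, the count was 471 for genes higher at 1 h than at 0 h, 194 for genes lower at 1 h than at 0 h, 474 for genes higher at 2 h than at 0 h, 397 for genes lower at 2 h than at 0 h, 452 for genes higher at 2 h than at 1 h, 592 for genes lower at 2 h than at 1 h, 1908 for genes differing between the 3 time points, 332 for genes called in opposite directions in the 2 steps and 239 for genes called in the same direction at 1 h and at 2 h against 0 h. With TMM on highly counted genes, the count was 137 for genes lower at 1 h than at 0 h, 299 for genes lower at 2 h than at 0 h and 1491 for genes differing between the 3 time points. With highly counted genes alone, the count was 176 for genes higher at 1 h than at 0 h, 134 for genes higher at 2 h than at 0 h, 1332 for genes differing between the 3 time points and 133 for genes called in opposite directions in the 2 steps. With only the 6 libraries compared, the count was 451 for genes higher at 1 h than at 0 h, 173 for genes lower at 1 h than at 0 h, 76 for genes higher at 2 h than at 0 h, 75 for genes lower at 2 h than at 0 h and 61 for genes higher at 2 h than at 1 h. With a test against the fold threshold itself, the count was 109 for genes higher at 1 h than at 0 h, 48 for genes lower at 1 h than at 0 h, 69 for genes higher at 2 h than at 0 h, 46 for genes lower at 2 h than at 0 h, 34 for genes higher at 2 h than at 1 h and 114 for genes lower at 2 h than at 1 h. With a log2 fold change over 1, the count was 128 for genes higher at 1 h than at 0 h, 55 for genes lower at 1 h than at 0 h, 106 for genes higher at 2 h than at 0 h, 63 for genes lower at 2 h than at 0 h, 67 for genes higher at 2 h than at 1 h and 136 for genes lower at 2 h than at 1 h.

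The replicate numbers were not taken to pair the libraries. Deviations from the group means correlated across genes between -0.62 and 0.56 (median 0.28) in the 9 same-numbered pairs and between -0.69 and 0.72 (median -0.18) in the 18 other pairs, and not every same-numbered pair was above 0. With the replicate block, SCO1254 (0.96, FDR 0.0838) and purN (0.88, FDR 0.0711) were not called from 1 h to 2 h, which left 1 of the 6 purine genes called; the block changed no other call of the named genes and sets. DESeq2 gave no adjusted p for 596 to 2977 genes per contrast, and in simulations more of its calls were false.

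With upper quartile factors, the median was -0.32 for the purine genes (1 h against 0 h) at FDR 0.0234. With library totals alone, the median was -0.11 for the purine genes (1 h against 0 h) at FDR 0.0284, 0.020 for SoxR (1 h against 0 h) at FDR 0.35, -0.092 for IMP synthesis (2 h against 0 h) at FDR 0.769, -0.12 for ribosomal proteins (2 h against 0 h) at FDR 5.74e-05, -0.016 for IMP synthesis (2 h against 1 h) at FDR 1.86e-05 and -0.070 for ribosomal proteins (2 h against 1 h) at FDR 6.1e-13. With DESeq2, the median was -0.11 for ribosomal proteins (1 h against 0 h) at FDR 0.0886. With the background level as a covariate, the median was -0.32 for the purine genes (1 h against 0 h) at FDR 0.00058, 0.17 for the purine genes (2 h against 0 h) at FDR 0.0765, -0.080 for IMP synthesis (2 h against 0 h) at FDR 0.281, 0.031 for ribosomal proteins (2 h against 0 h) at FDR 0.313 and 0.027 for SoxR (2 h against 1 h) at FDR 0.979. With the background subtracted, the median was -0.30 for the purine genes (1 h against 0 h) at FDR 0.021. With TMM on highly counted genes, the median was -0.28 for the purine genes (1 h against 0 h) at FDR 0.00197. With highly counted genes alone, the median was -0.33 for the purine genes (1 h against 0 h) at FDR 0.0281, 0.29 for the purine genes (2 h against 0 h) at FDR 0.0773 and 0.13 for ribosomal proteins (2 h against 0 h) at FDR 0.177. With an estimated correlation, the median was -0.31 for IMP synthesis (1 h against 0 h) at FDR 0.615, -0.10 for ribosomal proteins (1 h against 0 h) at FDR 0.733, 0.59 for the purine genes (2 h against 0 h) at FDR 0.569, 0.42 for ribosomal proteins (2 h against 0 h) at FDR 0.699, 0.81 for the purine genes (2 h against 1 h) at FDR 0.454, 0.60 for IMP synthesis (2 h against 1 h) at FDR 0.569 and 0.55 for ribosomal proteins (2 h against 1 h) at FDR 0.569. With fry, the median was -0.31 for IMP synthesis (1 h against 0 h) at FDR 0.412, -0.10 for ribosomal proteins (1 h against 0 h) at FDR 0.703, 0.59 for the purine genes (2 h against 0 h) at FDR 0.263, 0.42 for ribosomal proteins (2 h against 0 h) at FDR 0.412, 0.81 for the purine genes (2 h against 1 h) at FDR 0.122, 0.60 for IMP synthesis (2 h against 1 h) at FDR 0.263 and 0.55 for ribosomal proteins (2 h against 1 h) at FDR 0.272. Library totals moved the median of all genes to -0.45 and -0.52 at 2 h, so the sign changes with that scaling come with a shift of all genes. These totals include rRNA, which took 72.2% of the counts at 2 h against 64.6% at 0 h and 61.2% at 1 h. A higher rRNA share lowers all other genes under that scaling. How much of the shift it accounts for was not tested. The set test compares a set with the other genes: at 2 h the IMP and ribosomal sets with negative medians under library totals stood higher than the other genes in that test, so their FDR values do not stand for falls. The 6 purine genes as a set kept their direction in each alternative, with medians from -0.33 to -0.11, from 0.037 to 0.87 and from 0.17 to 1.07 in the order of the contrasts. The share of the count in the listed cluster genes was 0.223% without rRNA and tRNA, against 0.077%.

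Among single genes named in advance, most sign changes were of values near 0. hprT (1 h against 0 h) was 0.10 with library totals alone, 0.00056 with limma-voom, 0.0066 with the replicate block and 0.0012 with the replicate block with gene length offset. SCO6075 (1 h against 0 h) was -0.037 with upper quartile factors. SCO3571 (1 h against 0 h) was -0.074 with upper quartile factors, -0.092 with the background level as covariate, -0.049 with the background subtracted, -0.034 with TMM on highly counted genes and -0.034 with highly counted genes alone. purD (2 h against 0 h) was -0.067 with library totals alone. purM (2 h against 0 h) was -0.092 with library totals alone. cya (2 h against 0 h) was 0.021 with RLE factors, 0.021 with DESeq2, 0.0044 with non-coding genes left out, 0.090 with the gene length offset and 0.082 with the replicate block with gene length offset. SCO6075 (2 h against 0 h) was -0.079 with upper quartile factors, -0.34 with library totals alone and -0.073 with TMM on highly counted genes. SCO7221 (2 h against 0 h) was -0.11 with upper quartile factors, -0.31 with library totals alone, -0.0022 with at least 50 counts in at least 3 libraries, -0.026 with the replicate block, -0.061 with TMM on highly counted genes and -0.033 with only the 6 libraries compared. purD (2 h against 1 h) was -0.041 with library totals alone. hprT (2 h against 1 h) was -0.038 with library totals alone. SCO6075 (2 h against 1 h) was -0.042 with upper quartile factors, -0.52 with library totals alone, -0.0071 with the background subtracted, -0.077 with TMM on highly counted genes and -0.061 with only the 6 libraries compared. accA1 (2 h against 1 h) was -0.040 with upper quartile factors, -0.54 with library totals alone, -0.13 with the background level as covariate, -0.064 with the background subtracted, -0.10 with TMM on highly counted genes, -0.10 with highly counted genes alone and -0.031 with only the 6 libraries compared. accA2 (2 h against 1 h) was -0.50 with library totals alone, -0.10 with the background level as covariate, -0.023 with the background subtracted, -0.063 with TMM on highly counted genes and -0.063 with highly counted genes alone. SCO7221 (2 h against 1 h) was -0.28 with library totals alone. Of these values, that of accA1 with library totals alone was called (FDR 0.0200). With the background subtracted SCO7221 changed by 0.74 at 2 h against 0 h and by 0.91 at 2 h against 1 h and was not called. With libraries left out, values ran from -0.067 to 0.079 for hprT (1 h against 0 h), -0.0061 to 0.11 for SCO6075 (1 h against 0 h), -0.055 to 0.12 for SCO3571 (1 h against 0 h), -0.14 to 0.13 for cya (2 h against 0 h), -0.036 to 0.11 for SCO6075 (2 h against 0 h), -0.37 to 0.18 for SCO7221 (2 h against 0 h), -0.12 to 0.036 for SCO6075 (2 h against 1 h), -0.11 to 0.24 for accA1 (2 h against 1 h), -0.079 to 0.30 for accA2 (2 h against 1 h) and -0.22 to 0.33 for SCO7221 (2 h against 1 h). Calls of SCO1254, purN and apt from 1 h to 2 h were lost when any library other than 2 h replicate 2 was left out. Without 2 h replicate 2, all 6 purine genes were called at 2 h against both earlier time points.

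Depth as a limit was not tested on its own, and the lowest genes held 34.2 to 140 counts per kb in the libraries (5th percentile).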

Other observations

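All patterns in this part were first seen in these data. The tests of the low-gene level against a strain with the clusters, time, library size and rRNA, and of the plasmid rows against another strain, were chosen after the values had been seen, as were the alternatives that use the background level. No unsupplemented library was analysed at 1 h or 2 h (0 libraries), so whether the changes come from cAMP or from time in culture cannot be told apart here. The study also sequenced an M1146 time course without added cAMP that spanned these culture ages, at another company. Those libraries were not used here.

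Libraries of 1 time point differed in the level of their lowest genes. Between 2 h replicate 2 and the other 2 h libraries, the difference in scaled counts per kb was 1.28 times as large in the middle 20% of genes by expression as in the lowest 20%, while the expression level itself was 2.62 times as large. A constant amount per kb would give a ratio of 1. Against replicate 1 the difference was 124 per kb in the lowest 20% of genes, 152 in the middle, 99.3 in the next 20% and -3.11 in the highest, and against replicate 3 it was 118, 157, 113 and -8.25. A constant amount alone does not give this course, but the scaling on highly counted genes sets the upper values near 0, so whether an additive background is part of these counts stays open. Reads from a strain that carries the deleted clusters are argued against as the whole cause. In every library at least 68.8% of the 77 cluster genes in the table, undeleted flanking genes included, had under 10% of the counts per kb of the lowest genes. Some cluster genes did have counts, among them cdaPSI with 340 in 2 h replicate 1. Reads from other libraries of strains without the clusters were not tested. Time explained 9.25% of the variance of the scaled level, which does not bear on differences within a time point, as time is constant there. Between 2 h replicates 2 and 3 the level differed 2.98-fold at nearly equal totals (ratio 1.03), and 3.27-fold among counts outside rRNA, which argues against library size and rRNA share. Genomic DNA in the RNA and low transcription along the whole genome both stay open, since neither was tested.

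The purine genes spread widely between the 2 h libraries under TMM, with an SD of 0.58 on the log2 scale. Scaling on highly counted genes gave an SD of 0.19, which is 0.323 of the former. With that scaling the 2 h mean fell from 0.53 to 0.32 above 0 h. Such scaling narrows the spread of highly counted genes by its construction, and 5 of the 6 genes are among them, so whether TMM followed the low genes stays open. For the rise from 1 h to 2 h, 0% of 10000 random lists matched on mean expression reached the purine median. The study chose these genes on the same libraries, so this does not show that the rise was peculiar to them, and the ribosomal protein genes rose as well, by a median of 0.55. The rise did not rest on 1 of the 2 h libraries alone, as the median stayed at 0.62 or more with any of them left out. Calls of single genes did depend on them. Each such fit kept replicate 1 or 3, so it could not show whether replicate 2 rose. Under TMM the purine median relative to 0 h was 0.96 and 0.75 in 2 h replicates 1 and 3. It was -0.13 in replicate 2, within the -0.39 to -0.096 of the 1 h libraries. Scaled on highly counted genes, it was 0.14 to 0.52 at 2 h and -0.36 to -0.22 at 1 h. Whether cAMP caused the rise is open, for the reason given above.

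Leaving out 2 h replicate 2 raised the number of genes that differ between the time points from 746 to 5076. Background was expected to account for this if its subtraction left fewer than 50% as many genes without that library, and it left 76.3% (3873). That number does not measure the rise, which shrank with subtraction from 4330 genes (6.80-fold) to 1965 (from 1908 to 3873, 2.03-fold), so how much of the rise comes from background stays open. A mislabelled library of another time point is argued against. In highly counted genes the distance of 2 h replicate 2 to the nearest other time point was 1.75 times that to the other 2 h libraries. The level of the lowest genes in 2 h replicate 2 (152) was above the 72.9 to 117 of the 0 h and 1 h libraries, and that of the other 2 h libraries (37.7 and 44.4) was below this range. Which of the 2 h libraries are the unusual ones, and why, stays open, as the labels give no batch or other difference between them.

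The fall of the nitrogen and iron genes by 1 h was tested against a gene length bias and against the background. With a gene length offset the higher camera FDR of both sets at 1 h, at the preset correlation, was 2.35e-21. With the background level as a covariate it was 1.55e-13. This argues against either as the whole cause. With the libraries used here, no biological explanation could be tested apart from time.

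Other splits of the libraries gave a check on chance. Of 100 splits of the 9 libraries drawn, real one included, 1 gave as many genes differing between the time points, 1 as many genes called in opposite directions and 3 as many called in the same direction, all under the 5% of splits set as the limit for chance. For the same direction, the real split gave 115 genes and the others of these splits gave more, 159 and 166. With 3 libraries against 3 there are 10 splits, so counting splits cannot exclude chance, whatever the result. For genes higher or lower, 1 of the 10 splits gave as many in the contrasts of 1 h with 0 h and of 2 h with 1 h, and 2 did in that of 2 h with 0 h. The other 9 splits of 1 h with 0 h and of 2 h with 1 h gave 0 calls each. For 2 h with 0 h, the 1 other split with calls set 0 h replicates 1 and 2 and 2 h replicate 2 against the rest, which follows the level of the lowest genes, and gave 2713 calls against 415; with the background level as a covariate the real split gave 646 (268 higher and 378 lower). For sets, as small a camera p came from 1 split for nitrogen at 1 h and 2 h against 0 h, for iron in all contrasts and for the 6 purine genes at 2 h against 1 h. It came from 5 and 4 splits for the purine genes at 1 h and 2 h against 0 h, from 5, 8 and 3 for IMP synthesis, from 6, 6 and 7 for SoxR and from 6, 4 and 4 for ribosomal proteins, in the order of the contrasts, and from 9 for nitrogen at 2 h against 1 h.

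Of 38 rows with locus tags of the plasmids SCP1 and SCP2, 84.2% had no count, which argues against reads from a strain that carries them. Transposase rows and 1 other row had counts as well. The rows dnaE and dnaN had 33564 and 33345 counts in total. That a chromosomal gene of the same name was counted there was tested by length: 0 of the 2 rows had the length of the chromosomal gene of that name in strain M1152 (3642 against 3540 bp and 1119 against 1131 bp). The prediction failed, and the origin of these reads is open; a row that kept the plasmid length but took reads by name was not tested.

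For hprT the edgeR FDR here was 0.155 at 2 h against 0 h and 0.145 at 2 h against 1 h. Both are higher than the value quoted from the study above, which comes without its contrast. With DESeq2, the tool the study used, the log2 fold changes were 0.64 (FDR 0.0743) and 0.66 (FDR 0.0734). Over the alternatives the FDR at 2 h against 0 h ranged from 5.08e-09 to 0.689.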
